A study of Candida albicans with 4 samples. Its data were reported in "The Role of Nucleosome Positioning in the Evolution of Gene Regulation" (2010).

How the data were processed

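Expression levels were measured in *Candida albicans* strain SC 5314, a yeast that lives as a commensal and opportunistic pathogen of humans and is the usual laboratory reference strain of its species. Cells were grown in rich medium at 30 °C to mid-log phase, with shaking at 220 rpm. The series holds 4 arrays, all of 1 group, numbered as replicates 1 to 4 by their labels. On each array, Cy3-labelled total RNA was hybridised together with Cy5-labelled genomic DNA (gDNA), which had been sheared to fragments of 500 to 1000 bp and served as a common reference. All 4 arrays carried the same slide and scan entries in the file headers, so no slide or scan effect could be tested, and dyes were not swapped.

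The arrays were custom 55-mer oligonucleotide arrays with 12212 gene probes, exactly 2 for each of 6106 genes, and 536 control spots. The authors scanned them and deposited the output of the scanner software, Agilent Feature Extraction, which gives for every spot the intensity of the feature and of its local background in each channel as linear values that were not normalized. Per the file headers, the software also computed processed intensities, corrected for background and dye-normalized within the array by a linear and a LOWESS step, and their log10 ratio of Cy5 over Cy3. The file headers name a different release of the software than the methods of the study. Flags for saturation, for non-uniform features or backgrounds, and for signal well above background come with each spot.

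The authors also deposited a table of 1 log2 value per gene and array. Its rows carry numbers and no probe names. They were tied to genes by recomputing the values: all 24403 values present equalled, within 0.001, log2 of the mean over both probes of Cy3 over Cy5 raw median intensity, with flagged non-uniform spots left out and with genes taken in the order in which they first occur in the scanner output. The 21 missing values fell on the same genes and arrays in both. With local background subtracted, 4.00% of the values matched. The deposited log2 values are therefore Cy3 over Cy5, not centred and without background subtraction, with column medians of -2.33, -2.93, -2.82 and -2.22 for replicates 1 to 4. The methods of the study describe a subtraction, which was followed here for the main values, and the deposited table served as an alternative.

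For the main values, the median local background was subtracted from the median signal of each spot in both channels, and the log2 ratio of Cy3 (RNA) over Cy5 (gDNA) was taken. Control spots and spots with a non-uniform feature or background in either channel were left out, which removed between 16 and 530 of the gene spots per array. The choice to leave out flagged spots was made after the files had been read, and keeping them was run as an alternative. No spot had a value at or under 0 after subtraction, and 0 spots were saturated. The gene value was the median over its probes. Values were quantile normalized over the 4 arrays and centred on the median gene, and the level of a gene is given as mean ± SD over 4 arrays on the log2 scale. A level is thus RNA signal per gDNA signal relative to the median gene.

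Each gene was tested against the median gene with limma 3.58.1 in R 4.3.3 (lmFit with an intercept, then treat with a log2 threshold of 1), two-sided, with Benjamini-Hochberg adjustment over 6106 genes and a threshold of 0.05. This asks whether a gene lay more than 2-fold from the median gene beyond the spread between arrays. The procedure was tested on simulated levels of 6085 genes with the means and SDs measured here, of which 200 were moved to known distances beyond the threshold and the others held within it. It recovered 94.0% of the moved genes, and 0.529% of all its calls were false. The simulation left a margin without genes on both sides of the threshold and drew errors independently. It therefore does not show the error rate for genes near the threshold or under deviations shared by many genes of an array. Variance components of gene, probe and array were estimated by the method of moments for genes with both probes measured on every array, after array means were removed. In a simulation of 5090 genes with known components, the largest error was 0.872%. Correlations were taken across genes, which are not independent replicates, so they carry no p-value. The precision of the arrays is limited by their number. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for everything else.

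Genes were to be named by a rule: the 10 highest and 5 lowest levels (gDNA well above background on all arrays, and for the highest also RNA well above background and unsaturated), the 5 largest SDs over arrays, the 5 highest gDNA signals and the 5 largest differences between probes. The files identify genes by orf19 and CaalfMp IDs and do not pair them with names, and 0 of the 6106 IDs were found in the reference gene table (assembly ASM18296v3). Therefore only the 2 highest and 2 lowest IDs are printed, and the other lists are given as ranges. For the same reason the comparisons of functional gene sets, the medians per chromosome and a list of familiar reference genes, all fixed beforehand, were not run. Where Cy3 was not well above background on any array, the level is only a bound, computed per array from the higher of the lowest Cy3 signal among probes well above background and the signal of the probe itself, over its gDNA signal.

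Alternatives were a normexp background correction with offset 50, no subtraction, the processed signals, mean signals, median centring, loess within arrays, the mean over probes, the probe brighter in gDNA alone, a filter on dim probes, the RNA channel alone, the deposited values, leaving out each array for the levels and the gDNA channel, an eBayes test of any difference and a treat threshold of log2 2. Subtraction of negative controls, keeping flagged spots, removal of a smooth surface (a polynomial of degree 4 over rows and columns), leaving out spots brighter than 60000 units in either channel, probes in place of gene medians in the gDNA channel, leaving out each array in the comparisons of replicates and of probes, and the comparisons of ID classes were added after the data had been seen.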

Results

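RNA abundance of *C. albicans* in mid-log phase was measured on 4 arrays, each with RNA in the Cy3 channel and sheared genomic DNA in the Cy5 channel. The design has a single condition, so the comparisons it allows are between genes, between replicate arrays, and between both probes of a gene. In the study, such levels provided the expression measure that was set beside nucleosome maps of the same species.

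The median Cy3 signal of the gene probes was 1877, 1208, 1270 and 2045 intensity units on replicates 1 to 4, over a median local background that averaged 34 ± 2.20 (SD, n = 4). The median Cy5 signal was more even, at 9588 ± 355 over a background of 63.5 ± 4.71 (SD, n = 4). In the gDNA channel 99.9% ± 0.0393 of the probes were well above background (SD, n = 4), and in the RNA channel 89.98% ± 4.52 (SD, n = 4), with a lowest value of 85.0% on replicate 2 and a highest of 94.96% on replicate 4. Between the outer twentieths of the probes, the Cy3 signal spanned 205 ± 86.7 to 19114 ± 4011 and the Cy5 signal 5530 ± 227 to 19471 ± 927 (SD, n = 4). Negative control spots, which carry no gene sequence, kept a median Cy3 signal of 99, 54, 43 and 157 units above their local background on replicates 1 to 4. At the bright end the scale had a gap: on all 4 arrays, 0 gene spots had a median signal between 60000 and 70000 units in either channel, while 219 to 267 spots per array were brighter in Cy3 and 25 to 36 in Cy5. The low end of the RNA channel lay close to the signal of spots without a target.

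Replicate arrays were compared first, since every level rests on them. The median log2 ratio of RNA to gDNA before normalization was -2.63 ± 0.36 (SD, n = 4). Across genes, the 6 pairs of arrays had Pearson correlations of 0.985 to 0.993, with a median of 0.988, and Spearman correlations of 0.987 to 0.993, with a median of 0.990. No pair held identical values. The setting that lowered the median Pearson correlation most was the processed signals of the scanner software, with 0.974. After quantile normalization the median SD per gene over arrays was 0.14 log2 units. It depended on the level: it was 0.25 in the lowest eighth of genes and 0.12 in the highest. Before normalization the arrays also differed in the spread of their levels. In the lowest eighth of genes the median deviation from the mean of all arrays was 0.08, -0.11, -0.38 and 0.40 on replicates 1 to 4, and in the highest eighth it was -0.13, 0.12, 0.17 and -0.18.

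**Figure D1:**
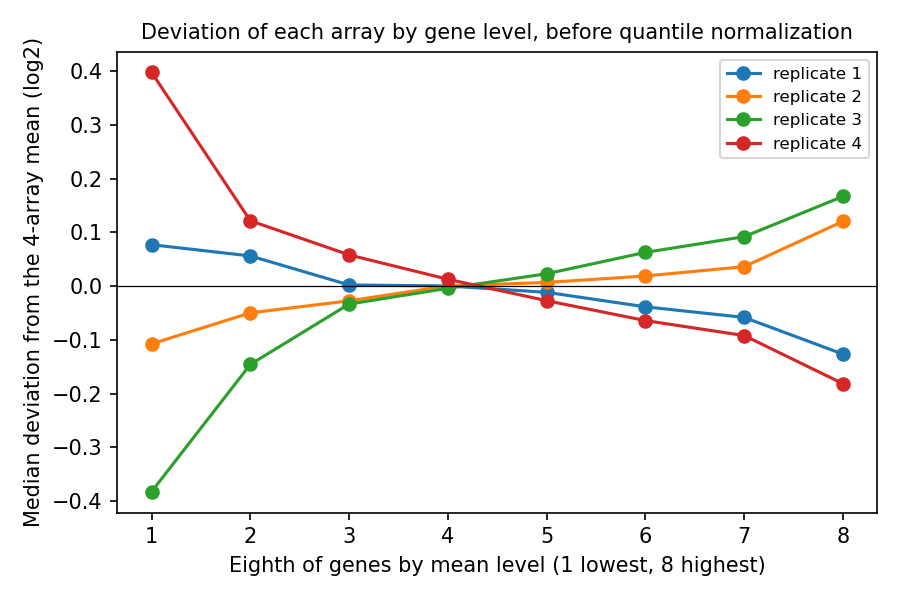
Median deviation of each array from the mean of 4 arrays (y axis, log2 units) in eighths of the genes ordered by mean level (x axis, 1 lowest), after each array was centred on its median; each line is 1 replicate. Replicates 1 and 4 lie above the mean at low levels and under it at high levels, and replicates 2 and 3 the other way round, with a range of 0.78 in the lowest eighth and 0.35 in the highest.

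The range of levels between genes was wide against this error. From the tenth to the ninetieth percentile, levels ran from -2.58 to 2.35 on the log2 scale relative to the median gene, a span of 4.92. By limma's treat test with Benjamini-Hochberg adjustment, 1520 of the 6106 genes lay more than 2-fold above the median gene and 1498 more than 2-fold below it. Loess normalization within arrays moved these counts most among the alternatives of normalization, to 335 above and 481 below. Of the 1520 genes above, 1519 had at least 1 probe with Cy3 well above background on every array. Of the 1498 below, 721 did. Another 645 were well above background on only some arrays, and 132 on none, so that for the latter only a bound on the level was obtained.

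**Figure D2:**
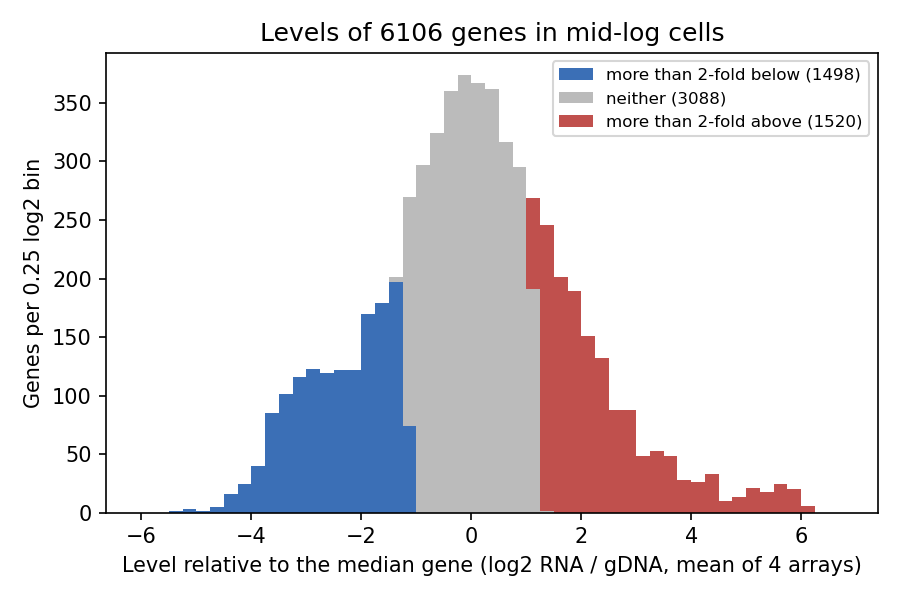
Histogram of the levels of 6106 genes: the x axis is the mean over 4 arrays of log2 RNA over gDNA relative to the median gene, the y axis the number of genes per bin, and colour marks genes more than 2-fold above or below the median gene by limma's treat test. The 1520 genes above and 1498 below flank the genes that passed neither way.

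The 10 highest levels ran from 5.93 to 6.20 log2 units above the median gene. All spots of these 10 genes were brighter in Cy3 than the gap in the brightness scale, so their distance from genes under the gap is uncertain. The highest was orf19.3690.2, with 6.20 ± 0.08 (SD, n = 4; limma treat, adjusted p = 4.09e-10), and next came orf19.3325.3, with 6.19 ± 0.10 (SD, n = 4; limma treat, adjusted p = 4.09e-10). The difference between them was smaller than the SD of either. Among the lowest, orf19.5475 had a level of -5.42 ± 0.09 (SD, n = 4; limma treat, adjusted p = 4.28e-10), and its Cy3 signal was well above background on 3 arrays. For orf19.6192 Cy3 was well above background on 1 array only, so its measured level of -5.23 ± 0.28 (SD, n = 4) rests mostly on signals near background, and it was -6.13 when negative controls were subtracted. Quantile normalization gives equal ranks equal values on every array, which limits the SD of genes at either end. With median centring in its place, the SDs were 0.36 for orf19.3690.2, 0.27 for orf19.3325.3 and 0.34 for orf19.5475, and all 3 stayed beyond the threshold with adjusted p of 8.44e-08, 5.72e-08 and 1.14e-07 (limma treat). Both orf19.5475 and orf19.6192 had a high denominator: their gDNA signals were 3.06 ± 0.15 and 2.37 ± 0.05 log2 units above that of the median gene (SD, n = 4). Of the 5 lowest genes, 4 had a gDNA signal more than 2-fold above the median gene, against 4.42% of all genes. In these 4 it was 1.57 to 3.06 log2 units above. The 10 highest genes also had gDNA signals above the median gene, by 0.27 to 1.15 log2 units. Of these 10, 3 lay just over the 2-fold limit, at 1.01 to 1.15. In 1 of the 5 lowest genes, Cy3 was not well above background on any array, and its level was at least 9.64-fold below the median gene. The 5 largest SDs over arrays, among genes well above background in both channels, ran from 0.79 to 1.26.

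The probes of a gene were compared to ask how much of a level belongs to the probe. Within an array, the log2 ratios of both probes correlated across genes with r = 0.944 ± 0.00845 (SD, n = 4), and the SD of their difference was 0.64 ± 0.02 (SD, n = 4). The Cy3 signal alone gave r = 0.951 ± 0.00592 and an SD of the difference of 0.64 ± 0.03 (SD, n = 4). Compared array by array, division by the gDNA signal lowered r on 4 of 4 arrays, with a mean change of -0.00677 ± 0.00491 (SD, n = 4), while the SD of the difference was lower on 3 arrays and higher on 1. With normexp, division raised that SD from 0.63 to 0.78, and with processed signals from 0.56 to 0.73. With negative controls subtracted, division lowered it from 0.86 to 0.83. The remaining settings with both values moved it less, some up and some down. In the Cy5 signal, r was 0.673 ± 0.0211 and the SD of the difference 0.50 ± 0.02 (SD, n = 4). For the ratio, 93.7% of the variance lay between genes, 4.13% between the probes of a gene and 2.20% between arrays within a probe. For Cy3 alone the shares were 94.3%, 3.26% and 2.42%, and for Cy5 66.4%, 30.5% and 3.07%. As SDs of a single probe, the components of the ratio were 0.38 between the probes of a gene and 0.28 between arrays, so the error over replicate arrays leaves out the part of a level that belongs to the probe. The ratio correlation fell furthest under loess within arrays, to 0.661. In the 5 genes with the largest differences between probes, these were 3.78 to 4.88 log2 units.

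The gDNA channel shows how even the reference was over genes. Centred on the median gene, the gDNA signal had an SD over genes of 0.56 log2 units. The median SD of a gene over arrays was 0.07, and correlations between arrays were 0.963 to 0.985. Within 2-fold of the median lay 93.9% of the genes, while 270 were above that range and 102 below it. With the processed signals the share was 69.3%, the largest move among the alternatives. Those signals are dye-normalized within the array by a LOWESS step, so this move need not reflect the reference itself. The 5 highest gDNA signals were 3.18 to 3.99 log2 units above the median, and 3 of these 5 genes carried CaalfMp IDs. The gDNA signal was also raised in genes bright in RNA. In the 360 orf19 genes at least as bright in RNA as the median CaalfMp gene, its median excess was 0.69 log2 units. If that excess does not reflect more DNA, the levels of such genes are understated.

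**Figure D3:**
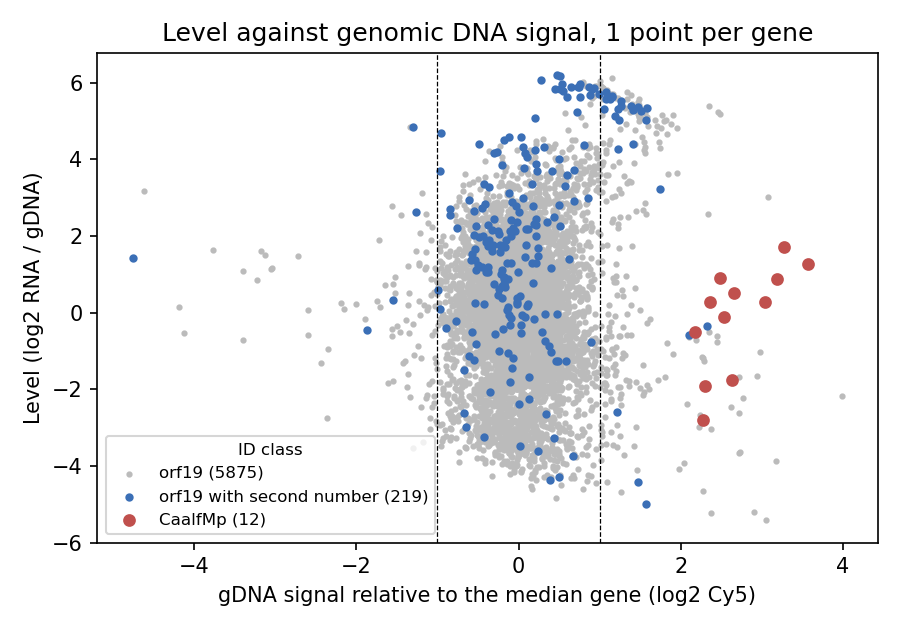
Level (y axis, log2 RNA over gDNA) against gDNA signal (x axis, log2 Cy5), both relative to the median gene and averaged over 4 arrays, with 1 point per gene and colours for the class of the gene ID. Dashed lines mark 2-fold from the median gDNA signal; 270 genes lie to the right of them, all 12 CaalfMp genes among these.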

Values the study reported

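The study reported that most biological replicates of the RNA arrays correlated at R = 0.99, and that replicates under R = 0.95 were removed. This statement covers the arrays of all its species and is not given for *C. albicans* alone. The arrays of this series may thus have been selected for agreement. The custom arrays carried 2 probes per target gene.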

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

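Both tests on the control probe below were chosen only after its signal had been seen. In 35 sets of 4 array values (signals, background, correlations, class differences and the levels of named genes), 0 had an array far from the other 3 by Dixon's criterion, although chance alone marks about 1 in 20.

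A signal appeared in control spots that no comparison of the report uses. The array carries 10 types of E1A control probe, each on 20 spots. In the gDNA channel 1 of them, E1A_r60_a22, was 99.2 ± 16.3 times as bright as the negative controls (SD, n = 4), at 10397 ± 988 intensity units, close to the median gene probe. In the RNA channel it was 10.99 ± 1.67 times as bright as the negative controls (SD, n = 4). Of the other 9 types, the brightest reached 4.14 times the negative controls in the gDNA channel. In the RNA channel, 7 of these 9 were more than 2 times as bright as the negative controls, up to 4.98 times. A fault at single spots is argued against by the copies of the probe, which differed by at most 1.60-fold on any array, and by 6 further control probe types whose names carry the same number, which were 19.7 to 109 times as bright as the negative controls. Apart from these, 1 type of bright grid-corner spot exceeded that limit. Control transcripts added to the samples stay open: only 1 of the 10 types was above 10 times the negative controls in the gDNA channel, but the limit is arbitrary, and whether and in what amounts such transcripts were added is not given in the sources used here. Also open is hybridisation of *C. albicans* DNA to this probe sequence, which may be a chance match and was not tested, since no genome sequence was used here. No biological explanation was tested.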

How the results depend on the processing

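Of 227 alternative values for the main results, 157 stayed within the spread of replicates and 70 did not. They include values without 1 array and the counts from the mean over probes, which equal the main counts. The 157 is therefore not a measure of stability under processing alone. For shares of variance, the spread was that between the values without 1 array. For counts, the limit was 1.5 times the main count. The alternative values were counts, correlations, SDs and shares, which have no direction, so they could not show a reversal. Calls of single genes did reverse, for 38 genes with loess, 7 with the RNA channel alone, 5 with processed signals and 1 with normexp. Subtraction of negative controls, keeping flagged spots, leaving out bright spots, the surface, probes in place of gene medians, and leaving out arrays in the replicate and probe comparisons were chosen after seeing the data. No paired analysis was possible because the series has a single group.

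The counts of 1520 genes above and 1498 below the median gene went to 516 and 875 with processed signals, to 335 and 481 with loess within arrays, to 2770 and 2783 with an eBayes test of any difference, and to 692 and 742 with a treat threshold of log2 2. The last 2 changes follow from the threshold. With processed signals 37.1% of the calls were above the median gene, against 50.4% in the main values. Under loess, 184 of the genes above and 311 of those below were the same genes, and 38 were called the other way. Loess removes any trend of the ratio with mean brightness, and here the variance between genes was 3.81 in the RNA channel against 0.252 in the gDNA channel, so that brightness followed the RNA signal. The filter on dim probes left 5295 genes and gave 989 below. Without 1 array, the counts were 1446 to 1525 above and 1426 to 1505 below. All 4 named genes kept their side and their call under each alternative of the processing that gave a value, but not their size. The levels of orf19.3690.2 and orf19.3325.3 fell from 6.20 and 6.19 to 1.76 and 1.72 with processed signals and to 1.40 and 1.35 with loess. For orf19.5475 and orf19.6192 they were -2.35 and -2.95 in the RNA channel alone, and -6.84 and -6.59 with normexp. The lowest 2 had no value with the filter on dim probes, nor the highest 2 without spots brighter than 60000 units, which gave 1455 above and 1461 below.

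For replicates, processed signals gave a median Pearson r of 0.974, a Spearman rho of 0.978 and a median SD per gene of 0.10, and loess gave 0.976, 0.969 and 0.095. The filter on dim probes gave a rho of 0.985, subtraction of negative controls an r of 0.978, and removal of the surface an SD of 0.12. Without 1 array, r was 0.988 to 0.990, rho 0.987 to 0.990 and the SD 0.13 to 0.15. Apart from the filter and the surface, the cause was not tested.

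For probes, normexp gave a ratio r of 0.916, SDs of the difference of 0.78 (ratio) and 0.70 (Cy5), and variance shares of 91.1% between genes and 7.10% between probes. No subtraction gave SDs of 0.60 for the ratio and 0.60 for Cy3. Processed signals gave r of 0.784 (ratio), 0.942 (Cy3) and 0.804 (Cy5), SDs of 0.73, 0.56 and 0.80, and shares of 77.8% and 18.4%. Loess gave an r of 0.661, an SD of 0.83 and shares of 65.8% and 31.7%. The filter on dim probes gave SDs of 0.55, 0.52 and 0.45, and shares of 93.1% and 4.87%. Subtraction of negative controls gave r of 0.926 (ratio) and 0.929 (Cy3), SDs of 0.83 and 0.86, and shares of 92.1% and 4.94%. Without spots brighter than 60000 units, r was 0.936 (ratio), 0.941 (Cy3) and 0.622 (Cy5), with shares of 92.8% and 4.73%. Without 1 array the share between genes was 93.4% to 94.2% and that between probes 3.85% to 4.27%. The cause of these moves was not tested.

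In the gDNA channel, processed signals gave an SD over genes of 1.21, 69.3% of genes within 2-fold, 900 above and 976 below. As these signals are dye-normalized within the array, they are not a measure of the gDNA channel alone. Normexp gave 0.82, 85.6% and 786 above. Without spots brighter than 60000 units the SD was 0.53 and the share 95.4%, as bright genes then drop out. Probes in place of gene medians gave 0.62, 92.6%, 646 above and 263 below, out of 12212 probes. The cause was not tested. Without 1 array the SD was 0.56 to 0.57 and the share 93.8% to 94.1%.

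Among the alternatives fixed beforehand, leaving out saturated probes could not change anything, since 0 spots were saturated, and the mean over 2 probes equals their median. Those of the gene set comparisons and their membership were not run, for want of gene names. Signal over background limits the low end: 135 genes were not well above background in Cy3 on any array, and 658 on some arrays only.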

Other observations

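The tests on ID classes, on the brightness scale, on probe GC content, on template copies and on RNA in the gDNA sample were chosen only after the result that each measures had been seen. Those on negative controls, on the surface and on shared probe sequence were also chosen after the patterns had been seen in the data, but before their own outcomes were known.

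The arrays differed in the spread of their levels, with a range between arrays of 0.78 log2 units in the lowest eighth of genes and 0.35 in the highest. The negative controls kept more Cy3 signal on replicates 1 and 4, the arrays with the narrower spread, so an additive signal was a candidate explanation. Subtracting the negative controls of each array left ranges of 0.62 and 0.29, which argues against that signal as the whole cause at either end. With 4 arrays of 1 group, no biological explanation was tested.

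Deviations of an array from the mean also followed the position on the slide surface, to an extent that differed between arrays. Over column blocks, the median deviation ranged over 0.31, 0.08, 0.16 and 0.35 log2 units on replicates 1 to 4. The median SD per gene changed by -17.0% when a smooth surface was removed, and by 0.171% when the same surface was fitted to shuffled positions. Position is therefore a likely part of the error between arrays.

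The brightness scale had a gap, with 0 gene spots between 60000 and 70000 units in either channel on any array, although no spot was marked as saturated. If signals were continuous, the Cy3 signal of a spot on another array, shifted by the difference in brightness between the arrays, would place a mean of 17.6 spots per array in this range over 12 ordered pairs. The pairs differed: 5 with a shift smaller than the width of the range predicted 0 to 7 spots, since the gap of the source array falls there too, so the test rests on the other 7, which predicted 19 to 33. In a range of 30000 to 35000 units, 55.9 were predicted and 47.5 observed over all pairs. A step in the scale of the scanner output, such as a join of scans at different gain, is therefore a likely source of the gap. Whether any scans were joined, and how, was not established here. Of the 1520 genes more than 2-fold above the median gene, 151 had a spot above the gap. Without those spots, 1412 of the 1520 were called again. No biological explanation was tested.

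The 12 genes with CaalfMp IDs had gDNA signals 2.59 ± 0.10 log2 units above the 5875 orf19 genes without a second number in their ID (SD, n = 4; higher on 4 of 4 arrays; permutation test over genes, two-sided, p = 1e-05, the smallest it can give, adjusted p = 2e-05 over 6 tests). As genes are not independent replicates, and these may share a template, the p-value is only a rough guide. The excess was 4.06 with normexp and 4.41 with processed signals. Their RNA signal was higher by 3.03 ± 0.31 (SD, n = 4), and their level by 0.29 ± 0.37 (SD, n = 4; permutation test over genes, p = 0.570). Thus division by the gDNA signal removed most of the higher RNA signal of these genes from their level in the main values. Whether that signal reflects more RNA was not tested, since it compares intensities of different probes. The sign of the level difference was not stable: it was -1.14 with normexp and -3.35 with processed signals. Both settings also widened the gDNA signal over genes, to SDs of 0.82 and 1.21. In the other settings run, the difference stayed positive, at 0.16 to 0.42. GC content is argued against, since the excess over orf19 probes of the same GC count was 2.89. The step in the brightness scale does not account for it either, as the 10 of 24 CaalfMp probes that stayed under the gap in Cy5 on every array had an excess of 2.21. Also argued against are probes shared with other genes, because 0% of the CaalfMp probes shared 20 bases with a probe of another gene. RNA in the gDNA sample or Cy3 light in the Cy5 channel stays open in part: the 360 orf19 genes with an RNA signal at least that of the median CaalfMp gene had a gDNA excess of 0.69, less than that of the CaalfMp genes but above 0, and RNA in a DNA preparation need not have the makeup of the labelled RNA. More template copies per cell, as for genes of an organelle genome, may also be the source. In 11 of the 12 genes both probes were more than 2-fold above the median on every array, which this hypothesis needs but which nearly restates the pattern. The files do not say what the CaalfMp IDs stand for.

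The 219 genes with a second number in the orf19 ID had levels 1.96 ± 0.04 log2 units above those of the other orf19 genes (SD, n = 4; higher on 4 of 4 arrays; permutation test over genes, two-sided, p = 1e-05, the smallest it can give, adjusted p = 2e-05 over 6 tests). Genes are not independent replicates. They made up 5 of the 10 highest levels and 1 of the 5 lowest. With processed signals the difference was 0.76. A low gDNA signal in the denominator is argued against by its median, which differed by 0.032. Against other orf19 genes of the same GC count, the difference in level was 1.96, and without genes whose probes share 20 bases with another gene it was 2.01, so neither of these removes it. What the second number marks is not given in the sources used here; how such genes were added to the list of gene models stays open as an explanation and was not tested.

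Of the 270 genes with a gDNA signal more than 2-fold above the median, 17.4% shared a 20-base stretch with a probe of another gene, against 2.74% of all genes. Shared probe sequence thus may account for some of them but not for most. Between the probes of a gene, the difference in GC count explained 14.2% of the variance of the difference in gDNA signal, which argues against GC content as the main source of that difference. The number of copies of each sequence in the genome was not tested. Nor was RNA in the gDNA sample or Cy3 light in the Cy5 channel tested as a source for the 270 genes.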
